A study of Homo sapiens with 20 samples. Its data were reported in "Specific GPCRs elicit unique extracellular vesicle miRNA array signatures" (2026).

How the data were processed

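MicroRNA (miRNA) cargo was measured in extracellular vesicles isolated from the culture medium of U2OS cells, a human osteosarcoma line that carries its own G protein-coupled receptors. The cells received 200 µM 2-pyridylethylamine (PEA), an agonist of the histamine receptor H1 (HRH1), or vehicle for 24 hours. The 20 samples comprised 6 PEA samples, 6 vehicle controls and 8 media controls, which were medium without cells. The media controls 1 to 5 carried a label of 0 hours, and the labels of media controls 6, 7 and 8 gave 1, 2 and 3 hours.

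RNA was reverse transcribed, pre-amplified and read on TaqMan low density array cards, where each assay returns a quantification cycle (Cq). The deposited Cq values are on a log2 scale with reversed sign, because 1 cycle corresponds to a doubling at full PCR efficiency and a lower Cq means more template. The non-normalised table held 414 assays, of which 411 were miRNA assays and 3 were small nuclear or nucleolar RNA controls (RNU48, RNU44 and U6), with 3910 Cq values between 15.8 and 37.6. The methods of the study removed Cq values above 34, yet 124 values in the table were above 34. A Cq up to 34 was therefore counted as detected here and later values were treated as missing. The methods also excluded amplifications with a low Cq confidence or a low amplification score. A blank may thus reflect amplification quality and need not mean that the miRNA was absent. The normalised table of the authors held 413 assays and lacked 5 values of the PEA and vehicle samples that the non-normalised table contained.

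The authors normalised each PEA and vehicle sample by subtracting the mean Cq of 39 assays, giving ΔCq. Among the tested miRNAs, 36 belonged to this normaliser, including hsa-miR-1291. In PEA replicate 1, 2 normaliser values exceeded 34: hsa-miR-125a-3p had a Cq of 35.0 against a median of 29.5 in the other PEA and vehicle samples, and hsa-miR-138 had a Cq of 35.2 against a median of 26.4. The deposited log2 fold changes and p-value columns came from the authors' comparison of PEA with vehicle under several estimators. These include a batched estimator, which the study applied to HRH1. The sample labels assign no batches, so batch could not be modelled here. The matched estimator, which pairs samples of the same number, is the one used beside the values here. That table listed 94 assays, 92 miRNAs and 2 controls, and the 92 miRNAs formed the tested set.

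The log2 fold change was the ΔCq of a vehicle sample minus the ΔCq of the PEA sample with the same number, averaged over complete pairs, so that a rise in PEA is positive. The numbers came from the sample labels. Deviations from the group means over the 92 miRNAs correlated within each same-numbered pair, from 0.127 in pair 3 to 0.595 in pair 6. The mean was 0.413, against -0.0819 for samples with different numbers, and it was the highest of all 720 possible pairings (exact p = 0.00139, one-sided, the smallest that 720 pairings can give). These correlations are across miRNAs, which are not independent replicates, and they cannot separate the pairing from the unassigned batches.

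The rule of the study called a miRNA when its Skillings-Mack p from the chi-square reference was below 0.2 and its absolute fold change was at least 1.5. With 2 treatments this test uses only the sign of each complete pair, and its exact two-sided p cannot fall below 0.0312 with 6 pairs, 0.0625 with 5 or 0.125 with 4. The exact p is given beside the chi-square p. A model across miRNAs was fitted with limma 3.58.1 in R 4.3.3, with the replicate number as a block and Benjamini-Hochberg adjustment. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single measures were compared with exact two-sided sign-flip permutations over pairs, or exact permutations of samples for vehicle against media. The share of miRNAs higher in PEA was tested by exchanging PEA and vehicle within whole pairs in all 64 ways.

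Vehicle and media controls were compared on Cq without normalisation, because the normaliser of the study covers the PEA and vehicle samples, with limma without a block, for miRNAs detected in at least 3 samples of each group. The methods of the study give a narrow range of miRNA mass for each reverse transcription. Cq therefore compares shares of that input and not amounts per volume of medium. Detection was compared with Fisher's exact test. No depth is defined for array cards, so the number of samples limits the precision.

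The miRNAs named were fixed by rule before the data were examined: those called by the rule of the study, the 5 with the lowest limma p, the 3 largest rises and 3 largest falls of vehicle against media past an adjusted p of 0.05, a list of blood-cell miRNAs expected in serum (miR-451a, miR-223-3p, miR-142-3p, miR-126-3p and miR-150-5p), and 4 miRNAs named by the study. Names are those of the assays, and # marks the strand that older nomenclature called minor. Gene overlaps were taken from a RefSeq gene table of GRCh38.p14. The assay tables name no genome build, so no coordinates are given.

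The scripts were tested on simulated data with the missing values and within-pair spreads of the 92 miRNAs, in 20 simulations per setting. With 20 miRNAs changed by 2 on the log2 scale, the rule of the study recovered 96.8% and limma 92.0%. With a change of 1, these were 83.5% and 54.2%. With no miRNA changed, the rule still called 4.55 miRNAs on average and limma 0.10.

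Alternatives chosen before the data were examined changed the normaliser, the Cq limit, the treatment of missing values, the eligibility filters, the block, the p-value and the estimator, and left out each pair in turn. Those chosen after seeing the data were no Cq limit, a normaliser without the assays above 34, and 2 eligibility rules applied to the deposited Cq in place of the authors' list. The text of the study words the detection criterion in 2 ways, as at least 80% of either group and as more than 80% of both groups. Each was run together with a media filter. It kept assays detected in under 50% of media controls, or with a mean Cq more than 3.3 cycles lower in vehicle. The study words its media filter otherwise, excluding miRNAs found only in media or changed by less than 3.3 cycles. It gives the 50% limit for its normaliser. With 6 samples per group both wordings require 5 detected samples.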

Results

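Vesicle miRNA was profiled in 6 PEA samples, 6 vehicle controls and 8 media controls. The number of miRNA assays detected out of 411 was 235 ± 24.6 (SD, n = 6) in PEA, 241 ± 25.7 (SD, n = 6) in vehicle and 111 ± 31.0 (SD, n = 8) in media controls. PEA samples ranged from 190 assays in replicate 1 to 258 in replicate 6, and vehicle samples from 210 in replicate 2 to 276 in replicate 6. Media controls ranged from 49 in replicate 4 to 154 in replicate 8. Across all samples 402 miRNA assays were detected at least once, and 109 were detected in every PEA and vehicle sample.

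**Figure D1:**
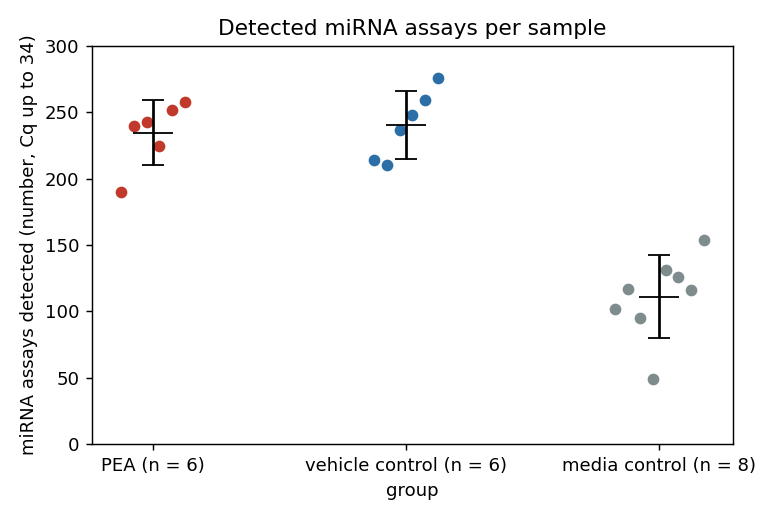
Number of miRNA assays with a Cq up to 34 (vertical axis) in each sample of the PEA, vehicle and media groups, with points for samples and bars for the mean and SD. The media controls sit between 49 and 154, below every PEA and vehicle sample.

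The comparison of vehicle with media controls addressed which miRNAs came from the cells and which were already in the medium. Vehicle samples had 129 more detected assays on average, and every vehicle sample exceeded every media control (exact permutation p = 0.000333, two-sided, n = 6 and 8). With the 5 media controls labelled 0 hours only, the difference was 141.9. Of 375 miRNA assays detected in either group, 78 differed in detection at an adjusted p below 0.05 (Fisher's exact test, Benjamini-Hochberg), all 78 more often detected in vehicle. Among these assays 32 were found in all 6 vehicle samples and in no media control.

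Of 124 miRNAs detected in at least 3 samples of each group, 74 had a limma adjusted p below 0.05, and all 74 had lower Cq, that is more template, in vehicle. For 44 of these the difference exceeded 3.3 cycles. The direction depended on the scale. The median difference over the 124 miRNAs was 2.49 cycles. When the median of the 20 miRNAs detected in every vehicle and media sample was subtracted, 80 passed, 45 higher and 35 lower in vehicle. Tested alone on the Cq scale, 12 of these 20 were themselves higher in vehicle, and the median difference over the 20 was 3.82 cycles. Subtracting their median therefore pulls the other assays towards lower values in vehicle. On the Cq scale no miRNA was lower in vehicle past the threshold in this fit without a block, and 1 was with the replicate block. The 3 largest rises were as follows. The assay hsa-miR-222 (002276) had a mean Cq of 18.0 ± 0.563 (SD, n = 6) in vehicle and 27.5 ± 1.97 (SD, n = 7) in media, a difference of 9.46 ± 0.80 (SE) on the log2 scale (limma adjusted p = 2.11e-08). The assay hsa-miR-146b (001097) had a mean Cq of 22.3 ± 0.418 (SD, n = 6) and 31.6 ± 1.73 (SD, n = 4), a difference of 9.27 ± 0.80 (SE, limma adjusted p = 5.16e-08). The assay hsa-miR-1274A (002883) had a mean Cq of 18.7 ± 1.21 (SD, n = 6) and 25.8 ± 1.23 (SD, n = 8), a difference of 7.17 ± 0.69 (SE, limma adjusted p = 3.80e-08).

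**Figure D2:**
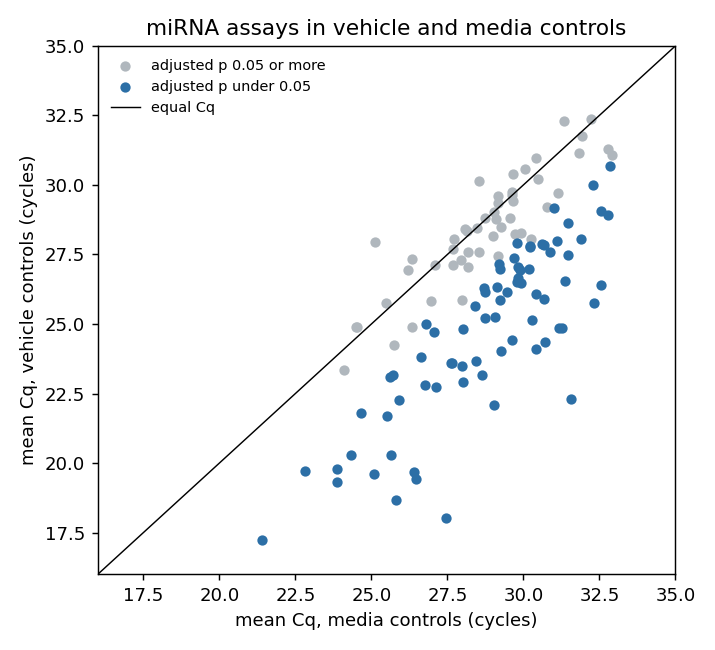
Mean Cq in cycles of 124 miRNA assays in media controls (horizontal axis) and vehicle controls (vertical axis), with the line of equal Cq. The 74 assays with a limma adjusted p below 0.05 (blue) lie below the line, so their Cq was lower in vehicle.

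None of the 5 blood-cell miRNAs fixed as a serum list differed between vehicle and media on the Cq scale at an adjusted p below 0.05. The limma standard errors of these differences ranged from 0.88 cycles for hsa-miR-150 to 1.36 for hsa-miR-126, so equal content is not shown. For hsa-miR-223 the mean Cq was 23.3 ± 1.78 (SD, n = 6) in vehicle and 24.1 ± 1.89 (SD, n = 8) in media (limma adjusted p = 0.516). For mmu-miR-451, the assay for miR-451a, it was 25.8 ± 2.87 (SD, n = 5) and 25.5 ± 1.58 (SD, n = 7). The remaining 3 assays had adjusted p-values between 0.298 for hsa-miR-150 and 0.886 for hsa-miR-142-3p.

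The comparison of PEA with vehicle addressed whether HRH1 stimulation altered the vesicle miRNA content. The number of detected assays differed by -6.00 ± 21.0 (SD of 6 pairs; exact sign-flip permutation p = 0.531). The difference was -2.40 without pair 1 and -13.2 without pair 2. The mean Cq of the 39 normaliser assays was 26.5 ± 1.26 (SD, n = 6) in PEA and 26.2 ± 1.01 (SD, n = 6) in vehicle, a within-pair difference of 0.32 ± 1.08 cycles (SD, n = 6; exact sign-flip permutation p = 0.5). This difference was 1.89 in pair 1 and -1.31 in pair 2. It was 0.0025 without pair 1 and 0.64 without pair 2. No miRNA differed in detection at an adjusted p below 0.05 over 395 assays. With 6 samples per group a single miRNA could not pass this adjustment even with complete separation, so the test could not detect isolated changes. An unadjusted p below 0.05 was reached by 1 miRNA. This was hsa-miR-30d# (002305), found in 0 of 6 PEA and 5 of 6 vehicle samples (Fisher's exact p = 0.0152, adjusted p = 1), named after its values were seen.

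Of the 92 tested miRNAs, 22 had a Skillings-Mack chi-square p below 0.2, 11 higher and 11 lower in PEA. The absolute fold change reached 1.5 for 9 miRNAs, and 4 met both conditions, 2 higher and 2 lower. The setting that moved this count most was the omission of the media filter, which gave 19 calls among 202 miRNAs. The same 4 miRNAs met both conditions in the authors' deposited table. None of the 4 had an exact Skillings-Mack p below 0.05. Only hsa-miR-1291, with 6 complete pairs, could have reached it, because the others had too few pairs. With limma, 0 of 92 miRNAs had an adjusted p below 0.05, 3 had an unadjusted p below 0.05, and the lowest adjusted p was 0.844. The median SD of the within-pair log2 differences was 0.66, larger than the fold change threshold of 0.58 on the same scale.

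The 4 called miRNAs were hsa-miR-502-3p, hsa-miR-423-5p, hsa-miR-744 and hsa-miR-1291. The assay hsa-miR-502-3p (002083), whose gene MIR502 lies within CLCN5, rose by 0.96 ± 0.98 on the log2 scale (SD, n = 4 pairs) and was higher in 4 of 4 pairs (chi-square p = 0.0455, exact p = 0.125, limma adjusted p = 0.844). Its within-pair values were 2.13, 1.41, 0.0026 and 0.31, and without pair 3 the mean was 0.57, under the threshold. Pair 1 was left out because the vehicle Cq of 34.7 was above 34, and pair 2 had no value. In the authors' deposited table its matched log2 fold change was 1.57 with a p of 0.0253. Its mean Cq was 31.3 ± 0.758 (SD, n = 5) in PEA and 31.6 ± 0.384 (SD, n = 4) in vehicle, and it was detected in 0 of 8 media controls.

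The assay hsa-miR-423-5p (002340), whose gene MIR423 lies within NSRP1, changed by 0.59 ± 0.45 (SD, n = 5 pairs) and was higher in 4 of 5 pairs (chi-square p = 0.180, exact p = 0.375). Pair 5 differed by -0.04. In the authors' deposited table the matched log2 fold change was 0.59 with a p of 0.0253. The call was lost with the median normaliser, which gave 0.41, without normalisation (0.33), with the normaliser assays within a Cq of 34 only (0.55) and without the replicate block (0.51). It was also lost with the exact Skillings-Mack p, with a p below 0.05 and when pair 1, 2, 3 or 6 was left out.

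The assay hsa-miR-744 (002324), whose gene MIR744 lies within MAP2K4, changed by -0.62 ± 0.32 (SD, n = 5 pairs) and was lower in 5 of 5 pairs (chi-square p = 0.0253, exact p = 0.0625, the smallest that 5 pairs allow). Its limma change was -0.62 ± 0.24 (SE, adjusted p = 0.844). Without pair 4 or pair 5 the change was -0.56 or -0.57, under the fold change threshold. It was -0.76 with the median normaliser and -1.26 without normalisation, each with a chi-square p of 0.0253. With the normaliser applied per group it was -0.94 (chi-square p = 0.180). The missing value was the vehicle sample of pair 2. Setting missing values to a Cq of 34 reversed the direction of both hsa-miR-744, to 0.48, and hsa-miR-423-5p, to -0.85.

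The assay hsa-miR-1291 (002838), whose gene MIR1291 lies within KANSL2 and overlaps SNORA2C, changed by -1.24 ± 1.40 (SD, n = 6 pairs) and was lower in 5 of 6 pairs (chi-square p = 0.102, exact p = 0.219). The pairs ranged from -3.65 in pair 2 to 0.11 in pair 3. The change was -0.76 without pair 2, and the median of the pairs was -0.72. It was -1.41 with the median normaliser and -1.56 without normalisation, each with a chi-square p of 0.0143. With the normaliser applied per group it was -1.24 with the same p. In the main analysis hsa-miR-1291 had the lowest unadjusted limma p, 0.0241, with an adjusted p of 0.844. The fifth miRNA by limma p, hsa-miR-454# (001996), changed by 1.05 ± 1.15 (SD, n = 4 pairs, exact sign-flip permutation p = 0.25) and was not called.

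**Figure D3:**
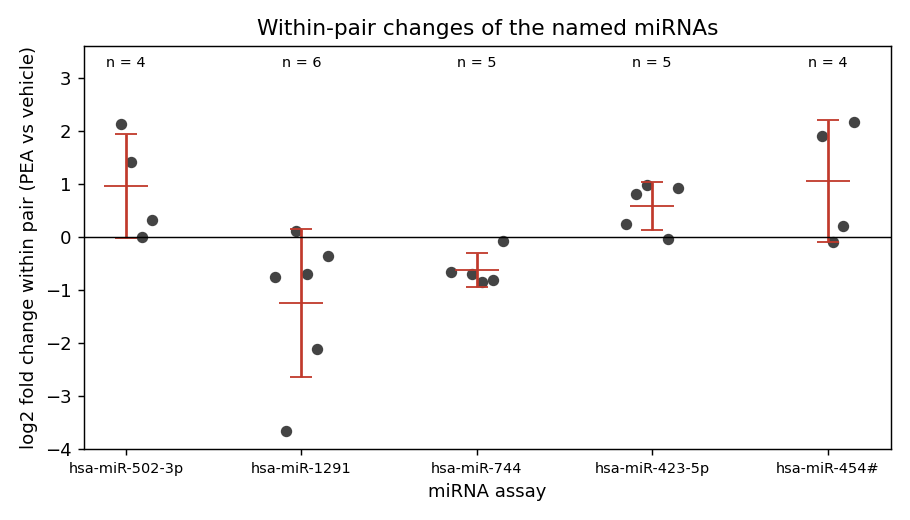
Within-pair log2 fold change of PEA against vehicle (vertical axis) for 5 miRNA assays, with points for pairs and bars for the mean and SD. The pairs of hsa-miR-1291 spread from -3.65 to 0.11, and those of hsa-miR-744 all lie below 0.

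To set the 4 calls against chance, PEA and vehicle were exchanged within pairs in all 32 distinct ways. The real groups gave 4 calls, and the exchanges gave a median of 5, from 1 to 10. As many calls or more arose in 25 of the 32, the real groups included. For the Skillings-Mack p below 0.2 alone, the real count of 22 equalled the median of 22.

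**Figure D4:**
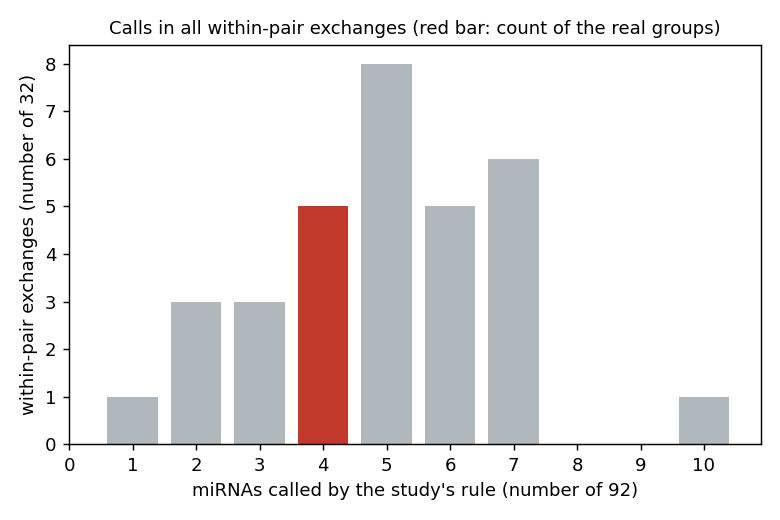
Number of within-pair exchanges (vertical axis, of 32) by the number of miRNAs called by the rule of the study (horizontal axis, of 92). The red bar holds the real count of 4, below the median of 5.

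Of the 92 miRNAs, 61 were higher and 31 lower in PEA, a share of 66.3% higher (exact within-pair exchange p = 0.0312, two-sided, n = 6 pairs, the smallest that 6 pairs allow). The share depended on the normaliser. It was 41.3% when the median Cq of eligible miRNAs detected in every sample replaced the mean of the study's normaliser, and 25% without normalisation. The median log2 fold change was 0.09 with the main normaliser, -0.07 with the median normaliser and -0.19 without normalisation.

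The serum list had a median log2 fold change of 0.55 in PEA against vehicle (exact within-pair exchange p = 0.0625, n = 6 pairs). Within it hsa-miR-223 was higher in 6 of 6 pairs, with a change of 0.55 ± 0.59 (SD, n = 6; exact sign-flip permutation p = 0.0312, not adjusted over the 5 miRNAs). The other 4 miRNAs had exact permutation p-values between 0.125 and 0.750 with changes between 0.17 and 1.20, each from 4 to 6 pairs.

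The recomputed log2 fold changes were compared with the matched column of the authors' deposited table across the 92 miRNAs, which are not independent replicates. Pearson's r was 0.904 with the Cq limit of 34 and 1.000 without it, and the largest difference was 1.23 with the limit and 0.02 without it.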

Values the study reported

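The study reported 92 miRNAs entering the HRH1 comparison. It listed hsa-miR-502-3p with a log2 fold change of 1.57, hsa-miR-423-5p with 0.59 and hsa-miR-744-5p with –0.62, each with a p-value of 0.025. It stated that 3 of the 4 differentially expressed HRH1 miRNAs had a p-value under 0.05.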

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

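Single samples far from the rest of their group were looked for in 41 sets of 4 to 10 values, and 5 were found, where chance gives about 2.05. No test of a cause was run for any of these 5 single values, and the biological difference between PEA and vehicle also remains untested for them.

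The ΔCq of hsa-miR-1291 in PEA replicate 2 was 5.07, while the other 5 PEA samples lay between 3.13 and 3.72. The value of pair 2 was -3.65, the most extreme of the 6 pairs. The vehicle sample of that pair had the lowest vehicle ΔCq, 1.42, so both samples contributed to it. Without that pair the mean change was -0.76 in place of -1.24. The miRNA is itself part of the normaliser.

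The within-pair log2 fold change of hsa-miR-744 in pair 6 was -0.0656, while the other 4 pairs lay between -0.85 and -0.66. The sign of pair 6, on which the Skillings-Mack p rests, is therefore set by a difference far below the spread of the pairs.

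The ΔCq of hsa-miR-423-5p in PEA replicate 1 was -0.16, against -1.37 to -1.03 in the other 4 PEA samples with a value. PEA replicate 1 had the fewest detected assays of its group, 190, and the highest normaliser Cq, 28.6.

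Among the serum miRNAs, the ΔCq of hsa-miR-223 in PEA replicate 3 was -4.54, against -3.35 to -2.80 in the other 5 PEA samples. The ΔCq of hsa-miR-142-3p in PEA replicate 2 was 2.66, against 0.63 to 0.91 in the other 4 PEA samples with a value.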

How the results depend on the processing

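The count of 4 calls by the rule of the study became 7 without normalisation, 8 with missing values set to a Cq of 34, 19 without the media filter (202 miRNAs) and 9 under the either-group eligibility rule (143 miRNAs). It was 5 under the both-groups rule (111 miRNAs), and both rules were chosen after seeing the data. It became 2 with the exact Skillings-Mack p, and 2 with a p below 0.05. More miRNAs were tested under these 3 filters, and the cause of the changed counts was not tested. Of the 4 main calls, 3 were shared without normalisation and 2 with missing values at 34. The fits that each left out 1 pair gave from 4 to 6 calls, sharing 2 or 3 with the main 4. Without the replicate block, where an exact permutation p replaced the Skillings-Mack p, the count was 4, with 3 shared. With no Cq limit it was 4, all shared.

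The number of miRNAs with a limma adjusted p below 0.05 between PEA and vehicle was 0 under every alternative run, including an adjusted p below 0.2, no replicate block and each pair left out. Over the normalisers, Cq limits, filters, block and pairs left out, the lowest adjusted p ranged from 0.435 without normalisation to 0.995 with the normaliser applied per group. The count at an unadjusted p below 0.05 was 3 in the main analysis and 13 of 202 without the media filter.

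The share of miRNAs higher in PEA was the least stable result of this comparison. It reversed from 66.3% to 41.3% with the median normaliser (exact p = 0.656) and to 25% without normalisation (exact p = 0.688). A median normaliser pulls the share towards 50% by construction. The share was 71.7% with the normaliser applied per group (exact p = 0.750) and 63.0% with missing values at 34 (exact p = 0.0625). It ranged from 57.6% without pair 2 to 64.1% without pair 3 or 6, where 5 pairs cannot give an exact p below 0.0625. That floor was reached without pair 3 or 6, while the exact p was 0.438 without pair 1 (58.7%), 0.25 without pair 2 and 0.125 without pair 4 or 5. Without the replicate block it was 69.6% (exact permutation p = 0.00216).

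The eligible miRNAs numbered 92 in the authors' list and 202 without the media filter. They numbered 143 under the either-group rule and 111 under the both-groups rule, the 2 wordings of the study's detection criterion. The either-group rule shared 87 with the list, added 56 and left out 5. The both-groups rule shared 81, added 30 and left out 11. Neither gave the list. The media filter used here differs from the wording of the study, and the cause of the mismatch was not tested.

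For vehicle against media, the 74 miRNAs became 12 of 20 when detection in every sample was required and 47 of 89 with the media controls labelled 0 hours, both with fewer miRNAs tested. With the replicate block 67 of 113 passed, 66 of them higher in vehicle. Detection differed for 44 miRNAs with the 0 hour controls in place of 78, with fewer samples.

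The correlation with the authors' matched log2 fold changes was 0.904, and 0.855 without the replicate block, 0.722 for group medians and 1.000 with no Cq limit. The last value shows that the Cq limit accounts for the main difference.

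Among single miRNAs, missing values set to 34 reversed hsa-miR-744 to 0.48 and hsa-miR-423-5p to -0.85. Where detected, hsa-miR-744 had a mean Cq of 25.4 in vehicle and hsa-miR-423-5p of 25.5 in PEA, the groups with the blank, so a single blank at 34 outweighs the other pairs. Over 122 combinations of named miRNAs and alternatives, 34 left value, p and p threshold identical. Examples are eligibility filters or a pair that was already missing, and these 34 say nothing about stability. The setting with a p below 0.05 kept value and p but changed the threshold, so it is counted in the other 88. Of these 88, 67 kept direction and call status, 15 lost the call, 4 gained it and 2 reversed. The detected counts and the normaliser of PEA against vehicle stayed above an exact p of 0.05 in the other alternatives run, and leaving out a pair could not have brought them below it, since 5 pairs cannot go under 0.0625. They ranged from -13.2 to -2.40 assays and from 0.0025 to 0.64 cycles across the fits that each left out 1 pair. The serum list ranged from 0.40 to 0.65 across those fits and was 0.24 without normalisation (exact p = 0.656). Leaving out the replicate block changed no call of limma. In the rule of the study it also replaced the Skillings-Mack p with an exact permutation p of the unpaired group difference. There hsa-miR-423-5p lost its call with a change of 0.51, and hsa-miR-454# gained one (exact permutation p = 0.159). The test changed with the pairing, so these changes cannot be credited to the pairing alone.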

Other observations

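All tests below except the splits of the samples and the fits that left out a pair were chosen after the data had been examined. For those of the normaliser, the single pairs, the detection of vehicle against media and the medium-like assays, what each outcome would mean was written down before that test's own result was seen. The others were chosen only after the results they measure had been seen, or were fixed by a count of 0.

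The 4 calls by the rule of the study were matched or exceeded in 25 of the 32 within-pair exchanges, so their number gives no evidence of a PEA effect beyond chance. This does not show that no miRNA changed. Of simulated changes of 1 on the log2 scale, the rule of the study recovered 83.5% and limma 54.2%, and smaller effects were not simulated. For the counts of 0 adjusted calls, all 32 exchanges gave as many for limma and all 32 for detection, which a count of 0 makes certain. For vehicle against media, 1 of 100 splits, the real one, gave as many as 74 limma calls, where the others gave at most 4. For detection, 1 of 100 splits gave as many as 78 calls, and the others gave 0.

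The excess of rises over falls in PEA was tested against 3 technical explanations. With the 37 normaliser assays that had every Cq within 34, the share was 60.9% with an exact p of 0.0312, which argues against the late values of PEA replicate 1 as the whole cause. Leaving out each of the 39 normaliser assays in turn took the exact p to 0.05 or more for 1 assay, with shares between 59.8% and 69.6%. The p lay at the smallest value that 6 pairs allow in the other 38 fits, so it cannot register a partial weakening, and several assays were not removed together. The part played by a few normaliser assays remains open. Whether a single pair carries the share remains open, because 5 pairs cannot reach an exact p below 0.05. The lowest share without a pair was 57.6%, still above 50%. Without pair 1 or pair 2 the exact p was 0.438 or 0.25, above the floor of 0.0625, so the loss of a pair is not the only reason that it rose. A normaliser shifts all miRNAs of a sample alike, so the share describes the miRNAs relative to the normaliser chosen, and no biological reading is offered.

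Deposited and recomputed p-values differed although the fold changes nearly coincided. With no Cq limit, 80 of 94 matched p-values equalled those of the authors' deposited table and 14 differed. A candidate explanation is a slightly different normaliser in that test. Adding 1 fitted offset per pair, at most 0.048 cycles from the deposited one, recovered 93 of 94 p-values. The offsets were fitted to the log2 fold changes, and the p-values were not used in the fit. For hsa-miR-423-5p the offset moved pair 5 from -0.04 to 0.0086, and this sign alone separates a p of 0.180 from 0.0253. A within-pair difference under 0.05 in size occurred in 30 of the 94 assays.

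The log2 fold change of hsa-miR-502-3p here was 0.96. That is lower than the value quoted from the study above. With no Cq limit, which keeps the vehicle Cq of 34.7 in pair 1, the change here was 1.57 with a chi-square p of 0.0253, so the Cq limit accounts for this gap. With the limit, the chi-square p here was 0.0455 for hsa-miR-502-3p and 0.180 for hsa-miR-423-5p. Both are higher than the values quoted from the study above. Of the 4 calls, 2 had a chi-square p below 0.05. That is lower than the count quoted from the study above.

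The gene of hsa-miR-502-3p lies in CLCN5 with those of hsa-miR-532-3p, hsa-miR-362 and hsa-miR-660, so a shared change of this cluster was tested. The mean log2 fold change of these 3 assays over pairs was 0.10 ± 0.25 (SE, n = 6 pairs), with members going both ways. The rise of hsa-miR-502-3p exceeded it by 1.06 ± 1.14 (SD, n = 4 pairs; exact sign-flip permutation p = 0.25), and 4 pairs cannot go below 0.125, so a shared change remains open. Because MIR1291 overlaps the small nucleolar RNA gene SNORA2C, a general loss of small nucleolar RNA was examined as the reason for its fall. The controls used, RNU44 and RNU48, belong to the normaliser, as does hsa-miR-1291. Neither control measures SNORA2C, so they cannot exclude a loss limited to other small nucleolar RNAs. The RNU44 and RNU48 controls had a mean log2 fold change of 0.0703, with 0.13 ± 0.35 and 0.0058 ± 0.65 (SD, n = 6 pairs each). The within-pair difference of hsa-miR-1291 from their mean was -1.31 ± 1.60 (SD, n = 6 pairs) on the log2 scale (exact sign-flip permutation p = 0.0625), so this explanation remains open too. Noise between pairs also remains open for both miRNAs, since neither passed adjustment.

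The serum list was higher in PEA by 0.55, and a candidate explanation is more carry-over of medium miRNAs in the PEA samples. In that case 16 other assays whose mean Cq was less than 1 cycle below that of the media controls would rise against 35 cell-derived assays. The difference between the medians of these sets, averaged over pairs, was 0.25 ± 0.35 (SD, n = 6 pairs), higher in 5 of 6 pairs (exact sign-flip permutation p = 0.156). Carry-over, chance and a PEA effect cannot be told apart with 6 pairs.

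Blank values were not restricted to scarce miRNAs. The quality filters of the study can also leave blanks, so a blank need not mean low template. Of 1104 possible PEA and vehicle values of the tested miRNAs, 47 were blank, and 20 of these fell in 17 of the 65 miRNAs with a mean Cq below 28.

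After its values were seen, hsa-miR-199a-3p (002304) was singled out as the only tested miRNA with an exact Skillings-Mack p below 0.05. It was higher in 6 of 6 pairs, by 0.37 ± 0.35 (SD, n = 6; exact p = 0.0312; limma adjusted p = 0.844), and its fold change was under the threshold.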
